A study of Mus musculus with 6 samples. Its data were reported in "Inactivation of Sirt6 ameliorates muscular dystrophy in mdx mice by releasing suppression of utrophin expression" (2022).

How the data were processed

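Undifferentiated V6.5 mESCs were grown on feeder cells and infected with lentivirus for a scrambled or a *Sirt6* shRNA. H3K56ac was immunoprecipitated from cross-linked, sonicated chromatin, and single-end libraries of 75-base reads were sequenced on an Illumina instrument. The labels gave 2 Scramble and 2 *Sirt6* KD H3K56ac libraries, with 1 input library each. Groups and replicate numbers were taken from the sample titles.

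The authors trimmed reads with Trim Galore and aligned them to mm10 with bowtie 1.1.2, keeping reads with a single reportable location. They removed duplicates with Picard, called peaks with MACS2, filtered blacklisted regions and merged overlapping peaks with GenomicRanges. Keeping such reads alone can leave identical repeats without coverage, and merging hides which library gave a peak and how strong it was. The deposited file held start and end positions of the merged peaks. Its name, score and strand columns each had 1 value throughout, so they carried no measurement. The deposited peaks were never closer than 1000 bp, while the methods describe merging of overlapping peaks. The authors also counted reads per peak and tested the groups with DESeq2, but those values are not analysed here. The file holds no read counts, so no value here takes the depth of a library into account, and intervals on shares reflect only the number of peaks or genes.

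Positions counted from 0 in the deposited file are printed counted from 1. All peaks lay within the chromosome lengths of GRCm38, the assembly behind mm10, and genes were taken from GENCODE M21 on that assembly. TSS were the starts of all transcripts of the 21938 protein-coding genes on the assembled chromosomes. Promoter peaks had their midpoint within 1 kb of a TSS and distal peaks farther than 3 kb from every TSS. Distal peaks were split into exonic, intronic and intergenic by the exons and bodies of the same protein-coding genes. A gene had a promoter peak if a midpoint lay within 1 kb of any of its TSS.

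Random placements kept each peak's chromosome and width and avoided unsequenced bases. There were 1000, of which the first 100 served for GC content. A two-sided permutation p was the smaller tail counted for both sides, with the observed set counted once, so the smallest possible values were 0.002 and, with 100 placements, 0.0198. GC-matched placements held each peak's GC content within 2 percentage points. For all 11106 peaks a match was found in up to 20000 tries, and 3.43% of matched midpoints fell inside a peak, against 0.630% without matching. Placements that kept the distance to a TSS used a random gene of the same chromosome and 1 of its TSS. For distal peaks another TSS could then be nearer. Medians were compared by permutation with 100000 resamples, and shares of genes or peaks by Fisher's exact test, all two-sided. Peaks near each other and genes that share a promoter are not independent, which these tests do not take into account. Confidence intervals were Wilson intervals at 95%, and a count of 0 was read as allowing up to 3 counts. The CpG ratio was taken over 500 bp on either side of the 5′ end of the gene.

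Motifs were searched on both strands in equal windows of 400 bp around the midpoint, in the reference sequence. The AP-1 motif equals its reverse complement, while most of its shuffles do not, so shuffles match more places by chance. Motif and shuffles were therefore compared by odds ratio. The p-value of an AP-1 shuffle also depends on its number of matches.

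The main tests, most alternatives and the genes to be named were fixed before the data were examined, and the closing section names the alternatives and tests chosen later. These genes were *Utrn*, *Mstn*, *Dab2*, *Hspa2*, *Ptpn22*, the sirtuins, the pluripotency and muscle lists, and the nearest gene of each of the 5 widest peaks. A list of 14 fibroblast genes was written before its test, and gene families in the closing observations were chosen by name. Alternatives covered the TSS set, the distance limits, the use of midpoint or edge, peak width, GC matching, joining of near peaks, motif windows and shuffled motifs. Calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The statistics were tested on simulated data: of 200 sets with planted promoter peaks the placement test called 200, and of 200 random sets it called 6. The median test called 198 of 200 shifted and 9 of 200 unshifted sets, and 300 of 300 planted motifs were found.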

Results

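H3K56ac, the acetylated form of lysine 56 of histone H3, was profiled by ChIP-seq in V6.5 cells, a mouse embryonic stem cell (mESC) line. Cells carried either a scrambled control shRNA (Scramble) or an shRNA against *Sirt6* (*Sirt6* KD), which encodes a deacetylase of this residue. The 6 libraries comprised 2 H3K56ac ChIP and 1 input DNA library from Scramble cells and as many of each from *Sirt6* KD cells. The processed file analysed here was 1 merged set of peak positions on mm10. This set did not tell which library or group a peak came from, and its score was 0 for every peak. The file gives no read depth, and the depth of single libraries was not used here. The set as a whole had no replicates, and ranges in parentheses after a share are Wilson 95% confidence intervals, which cover counting error only.

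The study asked whether loss of *Sirt6* raises H3K56ac across the genome and at enhancers. That comparison of 2 Scramble with 2 *Sirt6* KD H3K56ac libraries could not be made from these merged positions, and no change between the groups is reported. The comparisons below describe where the merged peaks lay. They formed a family of 10 tests, and p-values are given raw and after Benjamini-Hochberg adjustment over this family.

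The set held 11106 peaks on 21 chromosomes, with a summed width of 14.4 Mb or 0.529% of the assembled chromosomes. The median width was 913.5 bp, the 5th and 95th percentiles were 266 bp and 3306 bp, and the extremes were 113 bp and 21508 bp. A width of at least 3 kb was found for 759 peaks (6.83%), which held 21.8% of the summed width. The smallest gap between neighbouring peaks was 1000 bp. Joining peaks closer than 1 kb left the number of peaks at 11106, because no peaks were that close.

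To ask whether the mark lay at promoters or at distal regions, peak midpoints were compared with transcription start sites (TSS) of protein-coding genes and with 1000 random placements of the same peaks on the same chromosomes. Within 1 kb of a TSS lay 6869 peaks, a share of 61.8% (60.9 to 62.7%). The placements averaged 4.13% ± 0.190 (SD) and never exceeded 4.78% (two-sided permutation p = 0.002, the smallest the placements can give; adjusted p = 0.0025). Requiring a distance of at most 500 bp moved this share most, to 46.4% against 2.26% in the placements. Distal intergenic peaks, farther than 3 kb from every such TSS and outside every protein-coding gene body, numbered 1999. Their share of 18.0% (17.3 to 18.7%) was below the 55.9% ± 0.475 (SD) of the placements (permutation p = 0.002; adjusted p = 0.0025). Distal peaks in introns numbered 1240, a share of 11.2% (10.6 to 11.8%) against 31.7% ± 0.445 (SD) by placement (permutation p = 0.002; adjusted p = 0.0025). The remaining classes were 855 peaks from 1 to 3 kb from a TSS (7.70%) and 143 distal exonic peaks (1.29%). When placements were matched to each peak's GC content, their mean share within 1 kb of a TSS rose to 16.2%, still below that of the peaks (permutation p = 0.0198, the smallest that 100 placements can give). Their mean distal intergenic share fell to 37.8% and their mean intronic share was 30.4%, both still above those of the peaks (permutation p = 0.0198 for each).

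**Figure D1:**
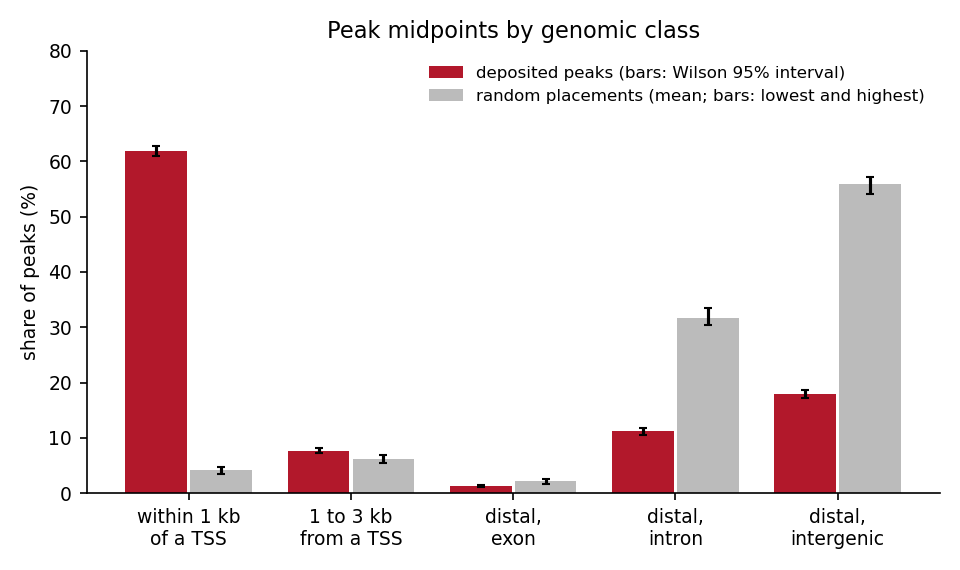
Share of peaks (%) by genomic class of the midpoint, for the 11106 deposited peaks (red, with Wilson 95% intervals) and for 1000 random placements (grey, mean with the lowest and highest placement). Peaks within 1 kb of a TSS made up 61.8% of the set against 4.13% by placement, and the intronic and intergenic classes lay below their placements.

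Promoter peaks, those within 1 kb of a TSS, were wider than the 3382 distal peaks farther than 3 kb from every TSS. Their median widths were 1154 bp (quartiles 697 and 1997 bp) and 639.5 bp (quartiles 399 and 1076 bp), a difference of 514.5 bp (two-sided permutation p = 1e-05, the smallest that 100000 resamples can give; adjusted p = 3.33e-05). Counting as distal only peaks farther than 10 kb moved the difference most, to 523.5 bp. A width of at least 3 kb was found for 7.15% of promoter and 5.12% of distal peaks.

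**Figure D2:**
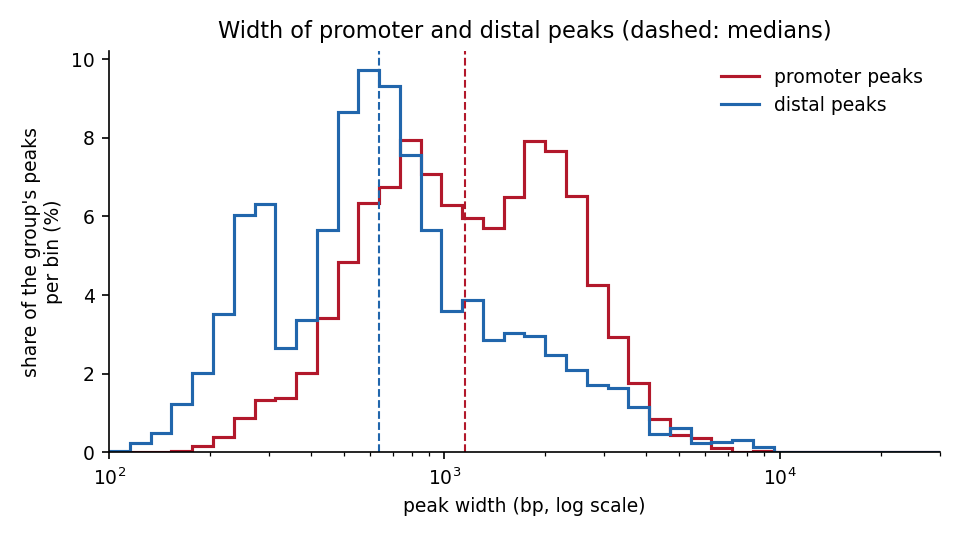
Distribution of peak width (bp, log scale) for promoter peaks (red) and distal peaks (blue), as the share of each group's peaks per bin (%), with medians as dashed lines. The medians were 1154 bp and 639.5 bp, and distal peaks had a separate narrow mode between 240 and 320 bp.

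A neighbouring peak lay within 10 kb of 33.8% of peaks, against 10.3% ± 0.407 (SD) in the placements (permutation p = 0.002; adjusted p = 0.0025). Within 50 kb the share was 70.3%, against 38.4% by placement. When each peak was moved to a random TSS of its chromosome at its own distance from its nearest TSS, the placements averaged 19.0% with a neighbour within 10 kb, and none exceeded 20.8%.

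Mean GC content was 51.4% ± 5.61 (SD across peaks), compared with 42.1% for placements of the same widths (permutation p = 0.0198, the smallest that 100 placements can give; adjusted p = 0.022). Restricting to distal peaks moved it most, to 48.3%. It was 53.1% in promoter peaks and 53.5% in the 400 bp around the midpoint of all peaks, each above its placements.

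Of 21938 protein-coding genes, 7429 (33.9%, 33.2 to 34.5%) had a peak midpoint within 1 kb of a TSS. The share was 57.6% among the 10081 genes with a CpG-rich promoter, defined by an observed/expected CpG ratio over 0.6, and 13.7% among the remaining 11857. On the X chromosome 136 of 948 genes had a promoter peak (14.3%, 12.3 to 16.7%), compared with 7292 of 20807 on the autosomes (35.0%, 34.4 to 35.7%). The odds ratio was 0.310 (two-sided Fisher's exact test, p = 8.03e-45; adjusted p = 8.03e-44). Among CpG-rich promoters, the setting that moved the difference most, 33.6% of 256 X-linked and 58.2% of 9819 autosomal genes had a peak (Fisher's exact test, p = 7.73e-15). The lowest autosomal share was 24.7%, on chromosome 6. None of these shares took read depth into account, and a lower copy number of X could lower the depth there. The Y chromosome had 2 peaks, and 1 of its 183 genes had a promoter peak.

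**Figure D3:**
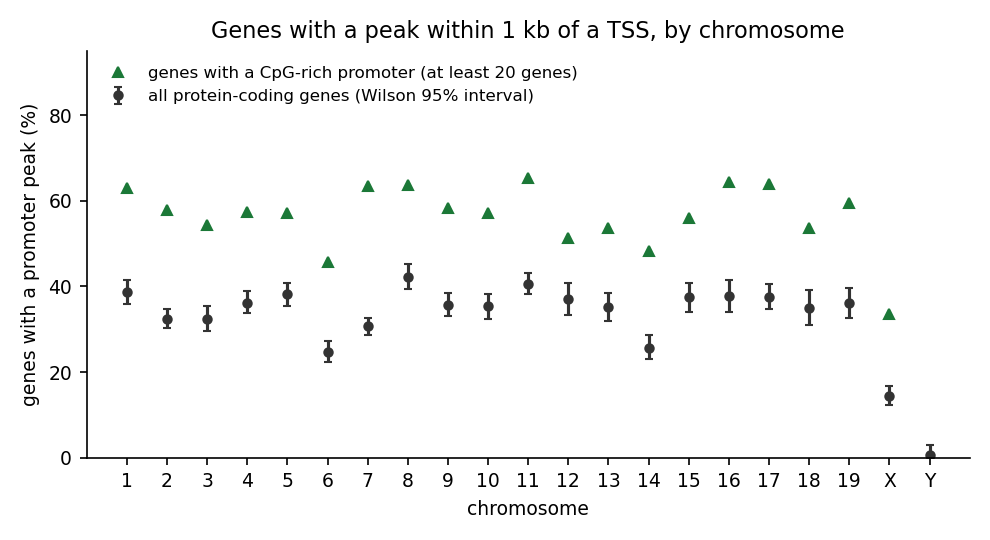
Share of protein-coding genes with a peak midpoint within 1 kb of a TSS (%) for each chromosome (circles, with Wilson 95% intervals) and for genes with a CpG-rich promoter (triangles, chromosomes with at least 20 such genes). The X chromosome, at 14.3%, lay below every autosome.

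The study moved between stem cells and muscle, so lists of 14 pluripotency genes and 14 muscle genes were compared. A peak midpoint lay within 1 kb of a TSS for 6 pluripotency genes (42.9%, 21.4 to 67.4%), namely *Pou5f1*, *Nanog*, *Klf4*, *Zfp42*, *Tdgf1* and *Lin28a*. Among the muscle genes this held for *Mylpf* alone (7.14%, 1.27 to 31.5%). By this measure the lists did not differ (odds ratio 9.75, two-sided Fisher's exact test, p = 0.0768; adjusted p = 0.0768). The call changed when any base of a peak within 1 kb of a TSS was counted, which gave 14 of 14 pluripotency and 1 of 14 muscle genes (Fisher's exact test, p = 7.48e-07). The other 8 pluripotency genes, *Sox2*, *Esrrb*, *Tfcp2l1*, *Dppa5a*, *Sall4*, *Prdm14*, *Utf1* and *Fgf4*, had peaks of 1046 to 9909 bp near a TSS whose midpoints lay farther away. The *Sox2* peak (chromosome 3, 34647780 to 34657688) was 9909 bp wide, contained the whole gene and had its midpoint 2329 bp from the TSS. The *Pou5f1* peak (chromosome 17, 35503286 to 35509437) was 6152 bp wide with its midpoint in an exon, and 9 peaks overlapped the body of *Esrrb*. No peak base lay within 3 kb of a TSS of *Myod1*, *Myf5*, *Myog*, *Myf6*, *Pax7*, *Mstn*, *Ckm*, *Acta1*, *Myh1*, *Myh2*, *Myh4*, *Tnnt3* or *Des*. The *Mylpf* peak (chromosome 7, 127206506 to 127209821) had its midpoint in an exon of the neighbouring gene *Tbc1d10b*.

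All of *Sirt1*, *Sirt2*, *Sirt3*, *Sirt4*, *Sirt5*, *Sirt6* and *Sirt7* had a promoter peak. The nearest midpoint lay 3 bp (*Sirt4*) to 747 bp (*Sirt2*) from a TSS. The *Sirt6* peak (chromosome 10, 81626735 to 81628622, 1888 bp) had its midpoint in an exon, 113 bp from a TSS. Whether it differed in the knockdown could not be read from the merged set. For *Sirt1* the peak (chromosome 10, 63337444 to 63337965) lay in an intron, near a TSS inside the gene. The 5′ end of *Sirt1*, at 63381704, lies far from it, so this peak does not show that the outermost promoter was marked. For *Sirt2* and *Sirt7* the midpoint lay inside the neighbouring genes *Nfkbib* and *Mafg*. For *Sirt3* it lay in an exon of *Sirt3* that overlaps an exon of the neighbouring gene *Psmd13*.

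The study followed an enhancer in intron 1 of *Utrn*, downstream of its usual TSS, in muscle stem cells. *Utrn* (ENSMUSG00000019820.11) lies on the minus strand of chromosome 10, from 12382188 to 12869365, with 13 distinct annotated TSS. The gene contained 5 peaks. None had a base between 3 and 4 kb downstream of any of these TSS, and the peak nearest to the outermost TSS, at 12869365, had its midpoint 16567 bp downstream. That intronic peak (12852706 to 12852890) was 185 bp wide, 10.8% of it repeat-masked, and lay 8937 bp downstream of the next principal TSS, at 12861735. By their listed positions, the guide RNAs that the study aimed at its enhancer lie 3 to 4 kb downstream of the TSS at 12861735. The distance from that TSS, rather than from the outermost one, is thus the one to set beside the study's. The other 4 peaks lay in the middle of the gene. A 1586-bp peak (12614030 to 12615615) had its midpoint in an untranslated exon, 8 bp from the TSS at 12614831 of a shorter coding transcript. Another 1586-bp peak (12609185 to 12610770) lay in an intron, 4853 bp downstream of that TSS. A 1335-bp peak (12547155 to 12548489) had its midpoint in an intron, 1057 bp downstream of the TSS at 12548879. Part of this peak overlapped the exon that begins at that TSS (12547947 to 12548879). A 573-bp intronic peak (12573034 to 12573606) was over 10 kb from every TSS of the gene. *Mstn*, *Dab2*, *Hspa2* and *Ptpn22* had no peak in the gene body, and their nearest midpoints were 108061, 255494, 31975 and 13567 bp from a TSS.

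**Figure D4:**
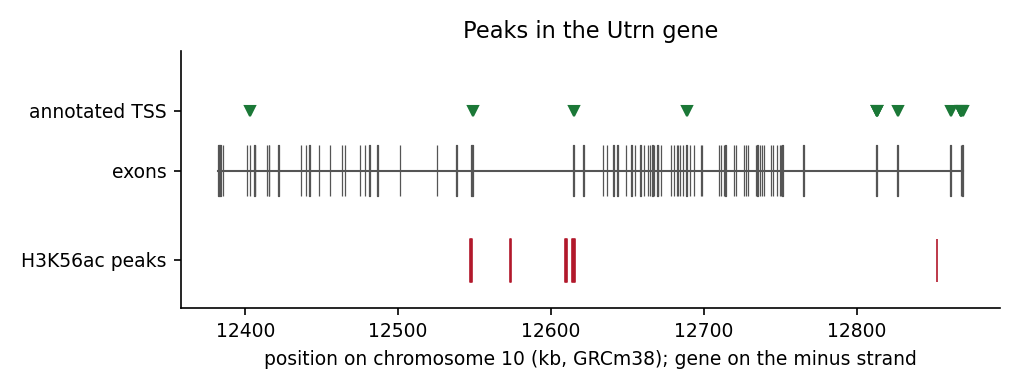
Map of *Utrn* on chromosome 10 (kb, GRCm38) with annotated TSS (green), exons (grey) and the 5 H3K56ac peaks (red). The gene runs from right to left, and 4 of its peaks lie between 12547155 and 12615615.

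The widest peak (chromosome 15, 25750650 to 25772157, 21508 bp) had its midpoint in an intron of *Myo10*, 2619 bp downstream of a TSS. It was followed by peaks of 14382 bp nearest to *Mybl2* (chromosome 2, 163050015 to 163064396), 11147 bp nearest to *Hsp90aa1* (chromosome 12, 110693330 to 110704476), 10592 bp nearest to *Klf3* (chromosome 5, 64804192 to 64814783) and 10340 bp nearest to *Phc1* (chromosome 6, 122335882 to 122346221). The *Phc1* peak had its midpoint outside any protein-coding gene, and the others had their midpoints in introns of the gene named.

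The study located an AP-1 site in the *Utrn* enhancer, and the octamer is a binding site of POU5F1. The AP-1 motif TGASTCA (S being C or G) occurred in the central 400 bp of 280 distal peaks (8.28%, 7.40 to 9.26%) and 314 promoter peaks (4.57%, 4.10 to 5.09%). The odds ratio was 1.88 (two-sided Fisher's exact test, p = 2.17e-13; adjusted p = 1.09e-12). The octamer ATTTGCAT occurred in 78 distal (2.31%, 1.85 to 2.87%) and 81 promoter peaks (1.18%, 0.950 to 1.46%), an odds ratio of 1.98 (Fisher's exact test, p = 2.66e-05; adjusted p = 6.64e-05). Motifs with the same bases in shuffled order went both ways. The odds ratios of 100 shuffles ranged from 0.419 to 2.67 for AP-1, with a median of 1.32, and from 0.264 to 4.01 for the octamer, with a median of 1.60, and 9 and 30 of them, respectively, reached the odds ratio of the motif itself. Neither motif contains a CpG. Among shuffles without one, the medians were 1.496 and 1.73, and 9 of 56 shuffles of AP-1 and 29 of 86 of the octamer reached the odds ratio of the motif. For the octamer, the middle-ranked shuffle did not pass the threshold (Fisher's exact test, p = 0.0724).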

Values the study reported

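In wild-type muscle stem cells, a different cell type from the stem cells profiled here, the study reported 15,237 H3K56ac peaks. After loss of *Sirt6* in those cells, about 46% of the newly appearing peaks were distal intergenic, and 13% of the peaks that rose were in promoters. The *Utrn* enhancer it followed was placed 3.5 kb downstream of the usual TSS. For the embryonic stem cells profiled here, the study reported a global increase of H3K56ac peaks after *Sirt6* knockdown. It also reported that the increased peaks overlapped substantially with regions carrying enhancer marks. Neither result could be checked with the merged positions.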

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

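Of 45 alternatives, 4 altered no peak and 2 replaced a motif by a shuffle, and these are left out of the count. Of the other 39, run on 10 results, 37 kept the direction and the side of the threshold of 0.05 and 2 moved a result past it. Alternatives added after the data were seen were the GENCODE basic transcripts, the gene bodies of all annotated genes and the joining of near placements.

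The comparison of pluripotency with muscle genes depended on how a promoter peak was defined. With midpoints the difference was 35.7 percentage points (Fisher's exact test, p = 0.0768), whereas counting any peak base within 1 kb or within 3 kb gave 92.9 percentage points (both p = 7.48e-07). The rule itself accounts for this, since 8 pluripotency genes had a peak base within 1 kb of a TSS but no midpoint there. The peaks at those genes had a median width of 5734 bp. For the octamer, replacing the motif by its middle-ranked shuffle gave an odds ratio of 1.60 (Fisher's exact test, p = 0.0724). The same replacement for AP-1 gave 1.32 and stayed past the threshold (Fisher's exact test, p = 0.000349), although a shuffle of AP-1 may match more places than the motif. Since a shuffle keeps only base composition, an effect that persists under it counts against the motif order as its sole source. Motif windows of 200 and 1000 bp gave odds ratios of 1.82 and 1.82 for AP-1 and 1.88 and 2.13 for the octamer.

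The share of peaks within 1 kb of a TSS ranged from 57.3% with basic transcripts to 74.99% in peaks wider than the median, at this distance limit, and was 46.4% at 500 bp and 69.5% at 3 kb. The distal intergenic share ranged from 11.7% in these wider peaks to 18.3% with basic transcripts, and the intronic share from 5.98% in the wider peaks to 13.5% with bodies of all annotated genes. Each stayed on the same side of its own placements. The share of peaks with a neighbour within 10 kb stayed above placements that were joined below 1 kb, which averaged 8.28%.

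Joining deposited peaks closer than 1 kb changed nothing, because there were none, and restricting to assembled chromosomes removed no peak. Neither says anything about stability. A stricter peak score could not be tried with a constant score. No paired analysis was possible because the merged positions hold no value per library, although both groups share replicate numbers. For the same reason leaving out a replicate and other tests between the groups were not run. Library depth was not used here, so it cannot be said which regions lacked a peak for want of reads.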

Other observations

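The tests on the gaps between peaks, on the widths at pluripotency genes and on repeats in narrow peaks, and the comparison of fibroblast with pluripotency genes, were chosen after the result was seen, and the others before. The test on multi-copy promoters was added once the deficit among CpG-rich promoters on X was known. The design gives no group for the merged set, so no biological explanation of these patterns was tested. The 9 p-values below form a family, with Benjamini-Hochberg adjusted values beside them.

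CpG-rich promoters carried a peak more often than others. None of the 39 *Hox* genes had a promoter peak, which allows a share of up to 7.69%. Of the 25 with a CpG-rich promoter, 0% had one, which allows up to 12%, against 57.7% of 10056 other CpG-rich promoters (Fisher's exact test, p = 4.77e-10; adjusted p = 8.58e-10). CpG density alone is not enough to give a peak, which the 57.7% among other CpG-rich promoters shows too. The *Hox* genes add a family in which none was found. Neighbouring members of it are not independent, which the test does not take into account. Among families chosen by name, 64 of 79 ribosomal protein genes (81.0%) and 32 of 67 genes of the histone clusters (47.8%) had one. So did 0 of 1135 olfactory receptor genes, which allows up to 0.264%. The histone share depended on the midpoint rule. Counting any peak base within 1 kb, it was 67.2%, against 87.3% of the ribosomal protein genes and 60.4% of all CpG-rich promoters.

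Fewer X-linked promoters carried a peak. CpG-poor promoters do not account for all of this, since the difference among CpG-rich promoters was -24.6 percentage points (Fisher's exact test, p = 7.73e-15; adjusted p = 2.32e-14). The odds ratio was 0.363 among CpG-rich promoters and 0.310 over all genes, so CpG-poor promoters may account for a part. Multi-copy promoters, taken here as those sharing a stretch of 75 bases with another promoter, were more common on X. They made up 25.7% of promoters there, against 10.8% on the autosomes. Reads inside such a stretch cannot be placed, but this need not hold for the rest of the promoter. Among CpG-rich promoters without such a stretch the difference was still -23.1 percentage points (Fisher's exact test, p = 1.05e-12; adjusted p = 2.37e-12). A lower depth on X from a lower copy number may contribute, as promoter peaks there were narrower, with a difference in median width of -393 bp (permutation p = 0.00345; adjusted p = 0.00388). Weaker acetylation of X-linked promoters would narrow peaks too and stays open.

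Midpoints of promoter peaks lay downstream of the nearest TSS in 66.9% of cases, with a median offset of 136 bp. Alternative TSS in the annotation were tested at genes with a single annotated TSS. There 76.2% of 466 midpoints lay downstream (exact sign test, p = 8.42e-31; adjusted p = 3.79e-30), so they do not explain the shift.

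No gap between neighbouring peaks was under 1000 bp, whereas 592 were from 1 kb to under 2 kb. Random placements had on average 123.0 gaps or overlaps below 1000 bp and 52.6 from 1 kb to under 2 kb. Joining of peaks closer than 1 kb before deposition is a candidate explanation. If so, part of the width of some peaks may be unmarked sequence between separate peaks. Whether this holds for the widest peaks was not tested.

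Promoter peaks of pluripotency genes were wide. The 6 genes with a midpoint within 1 kb of a TSS had a median peak width of 4413 bp, and 0 of 10000 random lists of as many genes with a promoter peak reached it (one-sided permutation p = 0.0001, the smallest they can give; adjusted p = 0.000129). Their highest median was 3392 bp. A chance draw of genes is thus unlikely. Whether joining of near peaks widened them was not tested.

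The cells were grown on feeders, and feeder fibroblasts in the sample might have given peaks. Of 14 fibroblast genes 0 had a promoter peak, which allows a share of up to 21.4%, compared with 1 of 14 muscle genes (Fisher's exact test, p = 1; adjusted p = 1). These lists are too short to separate small shares, so feeder fibroblasts in the sample cannot be told apart from their absence by this test. Counting any peak base within 1 kb, it was 0 of 14 fibroblast against 14 of 14 pluripotency genes (Fisher's exact test, p = 4.99e-08, adjusted p = 7.48e-08). Fibroblast genes were thus not marked as pluripotency genes were, but a small share of feeder cells need not match the main cell type. Of the 14 fibroblast genes only 1 had a CpG-rich promoter, and 14.7% of all CpG-poor promoters had such a peak. Few peaks were thus to be found in such a list with or without feeder cells. A small share of feeder cells stays open. *Col1a1*, *Col1a2* and *Col3a1*, abundant in fibroblasts, had their nearest midpoints 43807, 418107 and 416261 bp from a TSS.

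AP-1 and octamer matches were more frequent in distal peaks. Base composition remains a candidate explanation for both, because 9 of 100 shuffles of the AP-1 motif and 30 of 100 shuffles of the octamer had an odds ratio at least as high as the motif. Among shuffles without a CpG these were 9 of 56 and 29 of 86.

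The narrowest peaks were mostly distal. Of 140 peaks up to 200 bp wide, 87.9% (81.4 to 92.3%) were distal, compared with 17.7% of 5128 peaks wider than 1000 bp. Reads in repeats may be the source of part of them. Among distal peaks up to 200 bp wide, 73.2% had over 50% repeat-masked bases, against 8.47% of wider distal peaks (Fisher's exact test, p = 1.38e-63; adjusted p = 1.24e-62). The 640 peaks from 240 to 320 bp formed a separate mode, were distal in 66.6% of cases and had a median of 8.63% repeat-masked bases. What set this mode apart was not tested.

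The share of distal intergenic peaks in the merged stem cell set was 18.0%. That is lower than the share quoted from the study above, which covered newly appearing peaks in muscle stem cells and set other distance limits for this class. The share within 1 kb of a TSS was 61.8%. That is higher than the promoter share quoted from the study above, which covered peaks that rose in those cells. Shares of changed peaks do not show where the muscle stem cell set as a whole lay. For that whole set the study proposed enrichment at active promoters and enhancers. It therefore cannot be said here that the stem cell set lay more at promoters than the muscle stem cell set. The distribution over genomic regions that the study showed for embryonic stem cells was not compared here.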
